A study of Mus musculus with 44 samples.

How the data were processed

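The series measured poly(A) RNA by sequencing in cultures of mouse induced leukocyte stem (iLS) cells, multipotent blood progenitors from C57BL/6J fetal liver that are held in that state by a fusion of Id3 to a 4-hydroxytamoxifen (4-OHT) dependent receptor domain. Per the labels, the cells grew on TSt-4 cells, a mouse stromal feeder line, in medium that held IL-7 at 20 ng/mL, the cytokines Flt-3L and SCF (each at 10 ng/mL) and 4-OHT at 40 nM. B cell differentiation was then started on TSt-4 cells with IL-7 at 5 ng/mL and no 4-OHT. The 44 libraries covered 16 time points from 0 to 168 h after that change. There were 3 libraries at each of 14 time points (0, 0.5, 1, 2, 4, 6, 8, 10, 12, 24, 48, 72, 96 and 144 h) and a single library at 120 h and at 168 h. Whether the replicates were separate cultures is not stated, so the p-values measure the spread between these libraries only. No label says that feeder cells were removed before RNA isolation.

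The deposited table held 1 FPKM value (fragments scaled to transcript length and to all mapped fragments, made by the authors) for each of 23234 genes in each library. Its name calls the values corrected, and what was corrected is not stated. The submitters' processing notes name TopHat2 2.1.0, Cufflinks 2.1.1 and the mm9 genome build. The available annotation was for a later build, so no coordinates are given, and gene symbols are those of the file. Because the file holds no counts, the sequencing depth is unknown, no interval from counting error can be given, and tools that model counts were not used. Relative depth was estimated from the smallest values, as the most common ratio of values between 0.05 and 1 FPKM to those of 0 h replicate 1. It ranged from 0.555 to 2.25, a 4.06-fold range. A value of 0 is called "listed at 0", since 25 of the 4007 genes with a median FPKM of at least 20 were listed at 0 in some library, and 21 of those 25 were small RNA genes.

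Values were taken as log2(FPKM + 1) with no further scaling. Genes with at least 1 FPKM in at least 3 of the 42 libraries of the replicated time points were tested, which were 13907 genes. A linear model with 1 mean per time point was fitted with limma 3.58.1 in R 4.3.3, with eBayes and a mean-variance trend. A moderated F test asked whether a gene differed at any of the later time points from 0 h. Contrasts compared each later time point with 0 h, and 24 h with 6 h, 72 h with 24 h and 144 h with 72 h. The p-values of limma were adjusted by Benjamini-Hochberg over genes within each contrast, and a gene was called at an adjusted p under 0.05. Errors are SD for FPKM values and SE for log2 changes. The single libraries were not fitted. A permutation test of 3 against 3 libraries cannot go below p = 0.1, so single values rest on the model. On simulated data with the same spread, 60 to 70 of 100 genes with a 2-fold change and 95 to 98 of 100 with a 4-fold change were called per comparison, with 6 to 9 false calls.

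The 5 main comparisons were 1, 6, 24, 72 and 144 h with 0 h. For each of 21 gene lists the called members were counted, over all genes tested and adjusted over the list alone. The lists were B-lineage transcription factors, B-cell surface and pre-B receptor genes, V(D)J recombination, stem and multipotent progenitor genes, E and Id protein genes, T-lineage genes, myeloid genes, NK and innate lymphoid genes, erythroid and megakaryocyte genes, stromal feeder genes, immediate-early genes, STAT5 target genes, FOXO target and quiescence genes, DNA replication genes, mitosis genes, ribosome biogenesis genes, cholesterol synthesis genes, glycolysis genes, interferon response genes, amino acid and unfolded protein response genes, and heat shock genes. Each list was compared with the other genes by camera with a preset correlation between genes of 0.01, and again with a correlation estimated per list, adjusted by Benjamini-Hochberg over 105 tests. A further list of 18 general blood-cell genes, such as Ptprc, Coro1a and Laptm5, was written from textbook knowledge before its values were looked at. No member of it or of the stromal list is in another list.

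Named genes followed a rule. For each main comparison it gave the 8 called genes with the largest rise and the 8 with the largest fall whose 3 libraries did not overlap those at 0 h, up to 3 called members per list with the largest change, and, called or not, a fixed set of genes. Of that set, 1 gene is not reported here, and the others are Id3, Id1, Id2, Tcf3, Ebf1, Pax5, Foxo1, Cd79a, Igll1, Rag1, Il7r, Flt3, Kit, Cd34, Gata2 and Myc. For a step between time points it gave the 5 largest rises and the 5 largest falls. Which of the genes the rule gives are printed was chosen with their values known, and small RNA genes that it gave, such as Snord45c at 1 h, were left out. The comparisons, the 21 lists, the rule and the alternatives below were fixed before the data were examined, apart from 5 alternatives and the tests of the closing section named there.

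The alternatives were a pseudocount of 0.1, no filter on low values, a filter at 5 FPKM, quantile normalization, scaling by median ratios, no mean-variance trend, replicate number or run of library codes as a block, a 2-fold minimum, the estimated correlation, and leaving out each library in turn. After the data had been seen, 5 more were added: scaling each library to the general blood-cell genes, the mean of the stromal feeder genes as a covariate, leaving out small RNA genes, leaving out replicate 3 at 0, 24 and 48 h, and removing runs from the relation of stromal and blood-cell means. Scaling to the blood-cell genes shifted all log2(FPKM + 1) values of a library alike. The pseudocount shrinks the falls of genes near 1 FPKM, so this shift lifts such genes too far. The library codes fall into 6 consecutive runs whose meaning is not given. Runs 1, 2 and 6 hold all libraries from 0 to 6 h, run 2 and run 6 also hold replicates 1 and 2 to 24 h, run 3 holds replicate 3 from 8 h and the single libraries, and runs 4 and 5 hold replicates 1 and 2 from 48 h. No run holds both 0 h and any time point from 48 h on. Pairing by replicate number was weak and uneven, and the main model used none. At 0.5 h all 3 libraries matched the 0 h library of their own number best (r = 0.164, 0.0721 and 0.157, against a median of -0.0451 for other pairs). At 2 h only 1 did. From 0 to 6 h replicates 1, 2 and 3 are runs 2, 6 and 1. With runs as blocks 3980 genes were called at 0.5 h in place of 3005, so the model without blocks may miss genes there.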

Results

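The 44 libraries followed multipotent iLS cells from the withdrawal of 4-OHT to 168 h later. IL-7 went from 20 to 5 ng/mL at that change, and no SCF or Flt-3L is named after it. The question was how transcript levels change as the cells move toward the B lineage. The FPKM values of a library summed to between 516025 and 701705, and between 11520 and 12316 genes reached 1 FPKM. Small RNA genes held 8.23 to 23.1% of the summed FPKM. Libraries of 1 time point correlated at r = 0.893 to 0.9438 across genes in 42 pairs, the lowest between 72 h replicates 1 and 3; the genes are not independent of each other. Over the 42 libraries of the replicated time points, 7785 of 13907 genes (56%) differed from 0 h at some time point by the F test of limma. The number was 4869 and 3415 without replicates 1 and 2, 4683 with a 2-fold minimum, 3970 with the stromal mean as a covariate and 12869 scaled to the blood-cell genes.

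Against 0 h, the summed FPKM of the stromal feeder genes was higher and that of the blood-cell genes lower from 0.5 h on. The 23 tested stromal feeder genes include those of matrix proteins such as collagens and fibronectin, and others such as Acta2, an actin gene. They summed to 1393 ± 865 FPKM at 0 h (SD, n = 3), 7346 ± 758 at 0.5 h and 10750 ± 715 at 6 h. They stood at 8317 ± 750 at 24 h, 6529 ± 1880 at 72 h and 2521 ± 629 at 144 h. The 18 general blood-cell genes summed to 2695 ± 396 FPKM at 0 h, 1357 ± 75.1 at 0.5 h, 895 ± 36.6 at 6 h and 666 ± 241 at 24 h. They stood at 1323 ± 358 at 72 h and 2051 ± 247 at 144 h. At 0.5 h all 23 stromal genes rose and 13 of the 18 blood-cell genes fell, with median log2 changes of 2.39 and -0.93. Within time points, the deviations of the stromal and blood-cell means (log2 scale) from their time-point means correlated at Pearson r = -0.448 over 42 libraries (two-sided permutation test, p = 0.002) and at Spearman rho = -0.49 (p = 0.008). Without the 2 libraries whose stromal mean lay farthest from the median r was -0.476. With runs of library codes also removed r was -0.366 over 42 libraries (two-sided Freedman-Lane permutation test, p = 0.05), and without run 3 it was -0.487 over 34 libraries. Replicate 3, in run 3, had the highest stromal and the lowest blood-cell mean at 48, 72, 96 and 144 h. No other relation across libraries was computed.

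**Figure D1:**
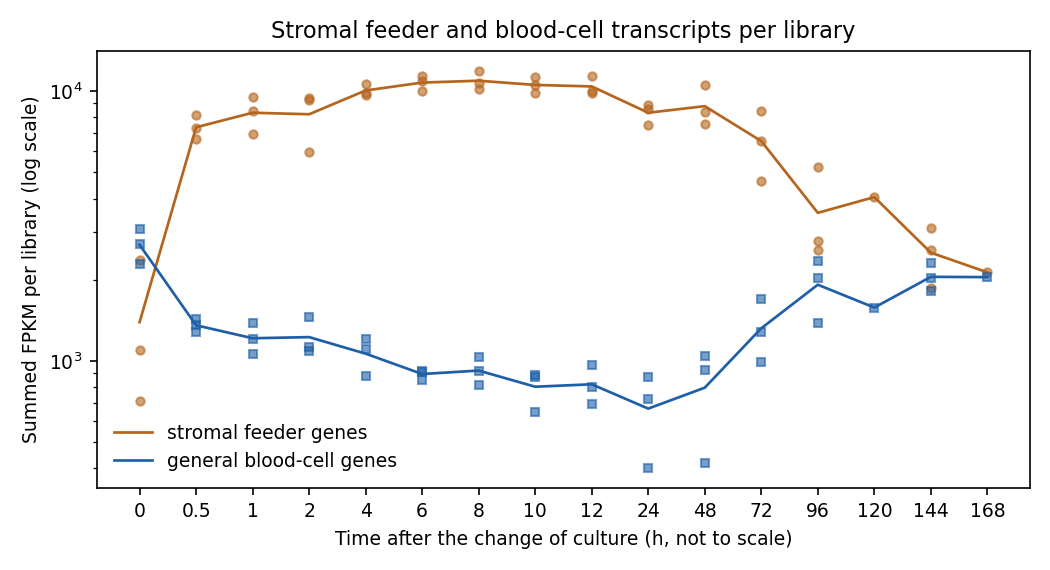
Summed FPKM of the 23 stromal feeder genes (orange) and of the 18 general blood-cell genes (blue), on a log scale, against time after the change of culture, not to scale; points are libraries and lines join the means of each time point (1 library at 120 h and 168 h). The stromal mean stood at 1393 at 0 h and 7346 at 0.5 h, and the blood-cell mean at 2695 and 1357.

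The number of called genes against 0 h was 3005 at 0.5 h (1991 higher, 1014 lower), 4466 at 1 h (2341 and 2125), 4863 at 2 h (2291 and 2572), 4872 at 4 h (2509 and 2363) and 5301 at 6 h (2637 and 2664). It was 5505 at 8 h (2838 and 2667), 5778 at 10 h (2933 and 2845), 5825 at 12 h (2997 and 2828), 6020 at 24 h (2892 and 3128) and 5344 at 48 h (3061 and 2283). At 72 h it was 3533 (2389 and 1144), at 96 h 1429 (1083 and 346) and at 144 h 1236 (785 and 451). Without 0 h replicate 1 it was 1929 at 0.5 h and 567 at 96 h, without 0 h replicate 2 it was 798 at 96 h, and without 96 h replicate 3 it was 480 at 96 h. Leaving out 1 library, the number of lower genes went down to 419 at 0.5 h, 1347 at 1 h, 1521 at 48 h, 530 at 72 h, 86 at 96 h and 225 at 144 h, and that of higher genes to 394 at 96 h and 342 at 144 h. The share of called genes that were higher moved by over 10 points with quantile normalization at 0.5 h (55.4% in place of 66.3%), 72 h (51.3% in place of 67.6%) and 96 h (59.3% in place of 75.8%), and with median-ratio scaling at 2 h (58.4% in place of 47.1%). With each library scaled to the blood-cell genes, 93.1 to 100% of the called genes were higher at every time point against 0 h, and the median of all genes shifted by 0.97 at 0.5 h, 1.16 at 1 h, 1.57 at 6 h, 2.14 at 24 h, 1.08 at 72 h and 0.46 at 144 h (log2). These shares can include genes near 1 FPKM that the shift lifts too far.

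**Figure D2:**
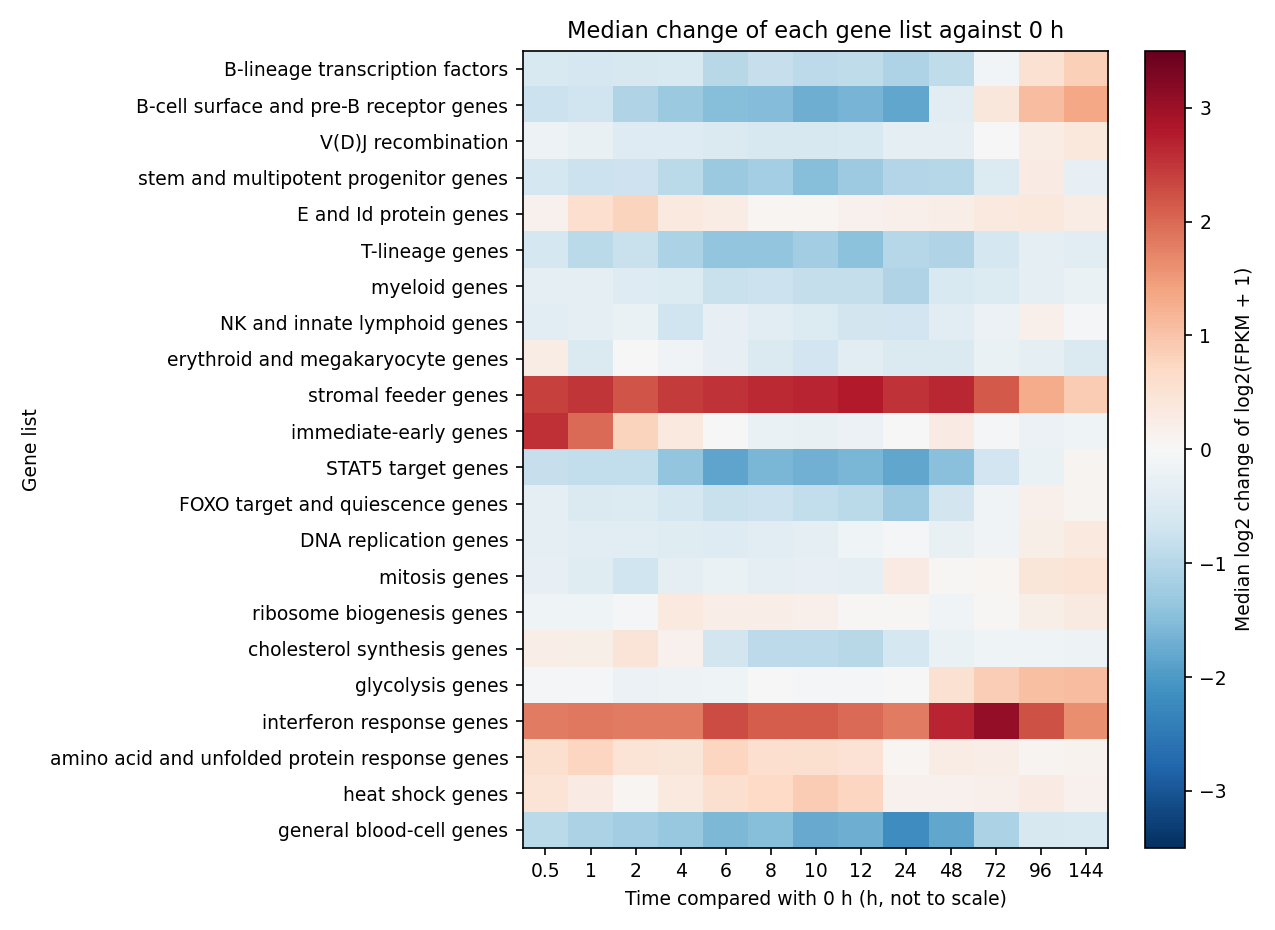
Median log2 change of log2(FPKM + 1) against 0 h for each gene list (vertical axis) at each replicated time point (horizontal axis, h, not to scale), red for higher and blue for lower. Scaled to the blood-cell genes, the medians of the B-cell surface list turn from -0.71 to 0.45 at 1 h, from -1.50 to 0.07 at 6 h and from -1.82 to 0.33 at 24 h, and most other blue fields also turn.

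At 1 h, genes of the rapid transcriptional response to stimulation were among the largest rises. Egr2, a zinc finger transcription factor, went from 0.444 ± 0.236 FPKM at 0 h to 53.2 ± 7.34 (SD, n = 3; log2 change 5.23 ± 0.36, SE, adjusted p = 2.12e-12). Egr3 reached 49.8 ± 7.06 FPKM (4.84 ± 0.58), Atf3 69.2 ± 39.2 (4.81 ± 0.40), Arc 70.4 ± 23.3 (5.16 ± 0.35) and Ptgs2, which encodes a prostaglandin synthase, 120 ± 5.87 (5.15 ± 0.36). Of the 26 immediate-early genes tested, 20 rose and none fell, and 21 rose when adjusted over the list alone (camera adjusted p = 7.7e-17, and adjusted p = 0.016 with an estimated correlation). Their median rise was 1.99 (log2), and 1.92, 1.73 and 2.32 within library-code runs 1, 2 and 6. The stromal medians in these runs were 1.26, 3.32 and 2.84 and the interferon response medians 0.94, 2.33 and 2.18. Phlda1 (5.22 ± 0.42), Errfi1 (4.92 ± 0.33) and the matrix-associated genes Ctgf (5.01 ± 0.45), Cyr61 (4.49 ± 0.36) and Timp3 (4.01 ± 0.38) rose as well. All 23 stromal feeder genes rose (23 adjusted over the list alone; camera adjusted p = 6.4e-21, and adjusted p = 0.1 with an estimated correlation).

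The Id genes, which encode inhibitors of E proteins, and lineage regulators went both ways at 1 h. Id3 went from 36.9 ± 15.3 to 157 ± 42.2 FPKM (log2 change 2.11 ± 0.38, adjusted p = 5.82e-05), in reads that cannot separate the cellular gene from the Id3 fusion, and Id1 rose by 2.37 ± 0.34 (adjusted p = 2.53e-06). Ebf1 (1.28 ± 0.33), Foxo1 (0.77 ± 0.23) and Gata2 (1.16 ± 0.29, from 0.179 to 1.63 FPKM) rose. The receptor genes Il7r (-1.84 ± 0.48), Flt3 (-1.13 ± 0.34) and Kit (-1.10 ± 0.37) fell, as did Pax5 (-1.13 ± 0.44, adjusted p = 0.0464), Rag1 (-1.18 ± 0.41), Rag2 (-2.05 ± 0.40), Irf8 (-1.57 ± 0.33) and Bcl11a (-1.48 ± 0.28). Id2 (0.58 ± 0.25), Tcf3 (-0.29 ± 0.13), Cd79a (-0.69 ± 0.45), Igll1 (-0.91 ± 0.59), Cd34 (-0.88 ± 0.36) and Myc (0.32 ± 0.27) did not pass the test. For each gene called at 1 h and named here, the 3 libraries lay apart from the 3 at 0 h. Pax5, Rag1, Kit, Flt3 and Foxo1 lost their call without some single library. With runs as blocks Id2, Tcf3 and Cd34 passed. The sum of the blood-cell genes moved from 2695 to 1215 FPKM over the same hour.

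Among the other lists at 1 h, the interferon response genes had 11 of 15 higher and none lower (11 adjusted over the list alone; camera adjusted p = 0.00018, and adjusted p = 0.47 with an estimated correlation). Ifit3 was at 2.79 ± 0.71 and Ifit1 at 2.55 ± 0.56. These paralogs share sequence. The amino acid and unfolded protein response genes had 6 of 12 higher and 1 lower (7 and 1 adjusted over the list alone; camera adjusted p = 0.031, and adjusted p = 0.41 with an estimated correlation). Ddit3 was at 2.06 ± 0.34 and the chaperone Hspa5 at 0.96 ± 0.12. The mitosis genes had 1 higher and 8 lower of 20 (1 and 8 adjusted over the list alone; median -0.43, and 0.73 scaled to the blood-cell genes). Mki67 was at -0.90 ± 0.17. The DNA replication genes had 9 of 20 lower (9 adjusted over the list alone; median -0.38, and 0.78 so scaled). Their camera adjusted p were 0.0059 and 0.023, and adjusted p = 0.5 and adjusted p = 0.47 with an estimated correlation. The B-cell surface genes had 1 higher and 5 lower of 20 (1 and 6 adjusted over the list alone; camera adjusted p = 0.029, and adjusted p = 0.44 with an estimated correlation; median -0.71, and 0.45 so scaled). The kinase genes Syk (-1.69 ± 0.43) and Btk (-1.25 ± 0.32) fell. Of 12 STAT5 target genes 1 rose and 7 fell (1 and 7 adjusted over the list alone, camera adjusted p = 0.095; median -0.85, and 0.31 so scaled). Pim1 (-1.33 ± 0.35) and Pim2 (-1.74 ± 0.46) fell and Socs3, an inhibitor of cytokine signalling, rose (2.15 ± 0.33). The cytokine subunit gene Il12a (-2.97 ± 0.46) fell, and Hes1, a Notch target, rose (2.76 ± 0.41). The T-lineage list had 1 higher and 3 lower of 14 (1 and 3 adjusted over the list alone; median -0.95, and 0.21 so scaled).

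Scaled to the blood-cell genes, the 1 h log2 changes were 0.03 for Pax5, 0.03 for Flt3, 0.06 for Kit, 0.26 for Mki67 and 0.87 for Tcf3, and camera called 12 lists in place of 7. Of these genes only Tcf3 passed the test. With the stromal mean as a covariate, 14 genes were called in place of 4466. The changes, none of which passed the test, were -0.17 for Id3, -0.10 for Id1, -0.27 for Foxo1, -0.23 for Ddit3, 0.44 for Il7r, 0.44 for Syk, 0.13 for Btk and 0.08 for Pim1. With this covariate camera called the mitosis and DNA replication lists in the other direction (medians 0.34 and 0.26, camera adjusted p = 0.000719 and 0.00134). The interferon response and B-cell surface lists, with medians of 0.03 and 0.27, were no longer called. These calls used the preset correlation of 0.01, where the estimates were 0.43 for mitosis and 0.24 for DNA replication.

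At 6 h, several B-lineage and progenitor genes stood at low levels. Pax5, a B-lineage commitment factor, went from 13.7 ± 3.62 to 0.769 ± 0.752 FPKM (SD, n = 3; log2 change -3.12 ± 0.44, adjusted p = 1.03e-06). Flt3 went from 145 ± 5.82 to 18.2 ± 1.88 FPKM (-2.93 ± 0.34, adjusted p = 4.66e-08), and Mycn, a progenitor-associated transcription factor gene, from 93.6 ± 6.90 to 7.25 ± 4.98 (-3.69 ± 0.57). Ly6d (-3.89 ± 0.59), a surface marker of lymphoid progenitors, Tph1 (-3.99 ± 0.66), Igfbp4 (-3.29 ± 0.56), Irf8 (-2.57 ± 0.33), Myb (-2.16 ± 0.34) and Cd72 (-2.71 ± 0.42) fell too. Hmga2, of the stem and progenitor list, rose from 12.7 ± 8.79 to 114 ± 9.27 FPKM (3.27 ± 0.34), and that list was not called (camera adjusted p = 0.26). Of the B-cell surface genes 14 of 20 fell and none rose (1 higher and 15 lower adjusted over the list alone; camera adjusted p = 0.00013, and adjusted p = 0.31 with an estimated correlation; median -1.50, and 0.07 scaled to the blood-cell genes). Its within-run medians were -1.38, -1.25 and -1.66 in runs 1, 2 and 6, where the blood-cell medians were -1.42, -1.56 and -1.70.

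Of the genes named in every comparison, Igll1 (-2.48 ± 0.59), Cd79a (-1.91 ± 0.45), Rag1 (-1.30 ± 0.41), Il7r (-2.05 ± 0.48), Kit (-1.61 ± 0.37), Cd34 (-1.80 ± 0.36) and Tcf3 (-0.50 ± 0.13) fell at 6 h. Id3 (1.60 ± 0.38), Id1 (1.94 ± 0.34), Foxo1 (1.21 ± 0.23) and Gata2 (1.18 ± 0.29) rose. Id2 (0.26 ± 0.25), Ebf1 (0.09 ± 0.33) and Myc (-0.11 ± 0.27) did not pass the test. Each called gene named here at 6 h had 3 libraries apart from the 3 at 0 h. Rag1 lost its call without 0 h replicate 3. The B-lineage transcription factors had 1 higher and 9 lower of 16 (1 and 9 adjusted over the list alone; camera adjusted p = 0.0058, and adjusted p = 0.11 with an estimated correlation; median -0.97, and 0.60 scaled to the blood-cell genes). Rag2 (-2.01 ± 0.40) and Rag1 were among the 5 members of the V(D)J recombination list that fell, against 1 that rose, of 10 (1 and 5 adjusted over the list alone, camera adjusted p = 0.13; median -0.51, and 1.06 scaled to the blood-cell genes). The STAT5 target genes had 1 higher and 9 lower of 12 (1 and 9 adjusted over the list alone; camera adjusted p = 0.0017, and adjusted p = 0.36 with an estimated correlation; median -1.84, and -0.27 so scaled). Pim1 was at -2.68 ± 0.35 and Il2ra at -2.54 ± 0.35. In the T-lineage list 1 rose and 7 fell of 14 (1 and 10 adjusted over the list alone; camera adjusted p = 0.011, and adjusted p = 0.34 with an estimated correlation; median -1.39, and 0.18 so scaled). Thy1 was at -2.39 ± 0.49. The blood-cell genes, all 18 of which fell, had a median of -1.56.

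Stromal and stress-related genes rose at 6 h. Timp3 reached 916 ± 272 FPKM (5.74 ± 0.38), Ctgf 1214 ± 116 (5.36 ± 0.45) and Il1rl1, the IL-33 receptor gene, 242 ± 24.4 (5.44 ± 0.30). Of the stromal feeder genes 21 of 23 rose (23 adjusted over the list alone; camera adjusted p = 1.8e-18, and adjusted p = 0.11 with an estimated correlation). The interferon response genes had 13 of 15 higher (14 adjusted over the list alone; camera adjusted p = 4.8e-05, and adjusted p = 0.44 with an estimated correlation). Ifit1 was at 3.05 ± 0.56. In the amino acid and unfolded protein response list 7 rose and 1 fell of 12 (7 and 1 adjusted over the list alone; camera adjusted p = 0.0096, and adjusted p = 0.34 with an estimated correlation). Ddit3 was at 2.31 ± 0.34 and Hspa5 at 1.44 ± 0.12. Cholesterol synthesis genes had 11 of 18 lower and none higher (12 lower adjusted over the list alone; camera adjusted p = 0.00017, and adjusted p = 0.3 with an estimated correlation; median -0.65, and 0.92 scaled to the blood-cell genes). Dhcr7 was at -1.61 ± 0.29 and Insig1 at -1.48 ± 0.21. Of the DNA replication genes 10 of 20 fell (11 adjusted over the list alone; camera adjusted p = 0.0058, and adjusted p = 0.43 with an estimated correlation; median -0.45, and 1.12 so scaled). Mcm6 was at -0.94 ± 0.18. The immediate-early genes had 7 higher and 7 lower of 26 (7 and 7 adjusted over the list alone). Fos (-3.56 ± 0.67) and Fosb (-3.53 ± 0.47) fell.

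Scaled to the blood-cell genes, the 6 h log2 changes were 1.06 for Tcf3, 0.27 for Rag1, 1.46 for Myc, 0.09 for Insig1 and 0.63 for Mcm6. Those of Rag1 and Insig1 did not pass the test of limma (adjusted p = 0.459 and 0.767). Rag1 stood at 1.615 FPKM at 6 h, where the pseudocount lifts its scaled value. Pax5 (-1.55), Irf8 (-1.01), Cd72 (-1.14) and Flt3 (-1.36) were still called lower. With the stromal mean as a covariate, 8 genes were called in place of 5301. The changes, none of which passed the test, were -0.92 for Id3, -0.77 for Id1, -0.21 for Ddit3, 0.20 for Cd79a, 0.46 for Il7r and 0.05 for Mcm6. Camera then called the DNA replication list in the other direction (median 0.26; camera adjusted p = 0.0185). It also called the mitosis list (median 0.64; camera adjusted p = 4.36e-08) and the glycolysis list (median 0.28; camera adjusted p = 0.0355) higher. Neither was called without the covariate. These 3 calls used the preset correlation of 0.01, where the estimates were 0.24 for DNA replication, 0.43 for mitosis and 0.38 for glycolysis, so their p-values may be too small.

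At 24 h, the stromal feeder genes and most B-cell surface genes still differed from 0 h. Mgp, a matrix protein gene, went from 20.3 ± 17.6 to 413 ± 141 FPKM (SD, n = 3; log2 change 4.52 ± 0.43, adjusted p = 2.47e-09), fibronectin (Fn1) from 93.2 ± 57.4 to 923 ± 287 (3.44 ± 0.31). Acta2, the smooth muscle actin gene, rose to 789 ± 193 (3.43 ± 0.35). Timp3 changed by 3.93 ± 0.38. All 23 stromal feeder genes rose (23 adjusted over the list alone; camera adjusted p = 4.3e-16, and adjusted p = 0.16 with an estimated correlation). The lymphoid regulators Ikzf1 (-2.29 ± 0.39) and Irf8 (-2.95 ± 0.33), the receptor-associated genes Cd72 (-3.02 ± 0.42), Btk (-2.78 ± 0.32) and Lck (-3.04 ± 0.43), and Dusp2 (-3.23 ± 0.44) fell. Fosb went from 34.3 ± 14.6 to 0.673 ± 0.101 FPKM (-4.30 ± 0.47, adjusted p = 2.27e-08). All 18 blood-cell genes fell, with a median of -2.17, and replicate 3 stood apart from replicates 1 and 2 in their sum (401.7 FPKM against 873.1 and 724.6).

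Of the genes named in every comparison, Flt3 (-2.90 ± 0.34), Kit (-2.06 ± 0.37), Cd34 (-1.49 ± 0.36), Il7r (-1.79 ± 0.48), Pax5 (-2.19 ± 0.44), Igll1 (-2.32 ± 0.59), Cd79a (-1.52 ± 0.45) and Rag1 (-1.44 ± 0.41) fell at 24 h. Id3 (1.58 ± 0.38), Id1 (2.23 ± 0.34), Foxo1 (1.61 ± 0.23), Ebf1 (0.80 ± 0.33, adjusted p = 0.0447) and Gata2 (1.07 ± 0.29) rose. Id2 (0.16 ± 0.25), Tcf3 (-0.24 ± 0.13) and Myc (-0.31 ± 0.27) did not pass the test. The libraries of Id3 and Igll1 overlapped those at 0 h, and those of the other called genes named here did not. The call of Ebf1 was lost without any 1 of the 6 libraries and with runs as blocks, and that of Cd79a without 0 h replicate 1. B-cell surface genes had 1 higher and 14 lower of 20 (1 and 15 adjusted over the list alone; camera adjusted p = 0.00029, and adjusted p = 0.31 with an estimated correlation; median -1.82, and 0.33 scaled to the blood-cell genes). B-lineage transcription factors had 2 higher and 9 lower of 16 (3 and 9 adjusted over the list alone; camera adjusted p = 0.019, and adjusted p = 0.24 with an estimated correlation; median -1.07, and 1.07 so scaled). T-lineage genes had 1 higher and 6 lower of 14 (1 and 7 adjusted over the list alone; camera adjusted p = 0.017, and adjusted p = 0.36 with an estimated correlation; median -0.99, and 1.16 so scaled). Thy1 was at -2.52 ± 0.49. Myeloid genes had 1 higher and 8 lower of 16 (1 and 8 adjusted over the list alone; camera adjusted p = 0.023, and adjusted p = 0.36 with an estimated correlation; median -1.05, and 1.09 so scaled). Mpo, a granule enzyme gene, was at -2.62 ± 0.72. Within runs 2 and 6, which alone hold both 0 h and 24 h, the B-cell surface medians were -0.83 and -1.71 and the blood-cell medians -1.68 and -2.23.

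STAT5 target genes had 2 higher and 9 lower of 12 at 24 h (2 and 9 adjusted over the list alone; camera adjusted p = 0.0058, and adjusted p = 0.41 with an estimated correlation; median -1.83, and 0.31 scaled to the blood-cell genes). Pim1 was at -2.96 ± 0.35. Cholesterol synthesis genes had 11 of 18 lower (11 adjusted over the list alone; camera adjusted p = 0.0012, and adjusted p = 0.31 with an estimated correlation; median -0.61, and 1.54 so scaled). Mvd was at -1.59 ± 0.29. Among the mitosis genes 6 of 20 rose and none fell (6 adjusted over the list alone, camera adjusted p = 0.05, not called). Cdk1 was at 1.24 ± 0.20 and Birc5 at 1.16 ± 0.19. Interferon response genes had 11 of 15 higher (12 adjusted over the list alone; camera adjusted p = 0.0056, and adjusted p = 0.6 with an estimated correlation), with Ifit3 at 2.48 ± 0.71, and 4 of 10 heat shock genes rose (4 adjusted over the list alone, camera adjusted p = 0.089). Hsph1 was at 1.26 ± 0.17. The immediate-early genes had 5 higher and 9 lower of 26 (5 and 9 adjusted over the list alone). Scaled to the blood-cell genes, the 24 h changes were 1.90 for Tcf3, 0.62 for Cd79a, 0.70 for Rag1, 0.35 for Il7r, 0.09 for Kit, 0.65 for Cd34, 1.83 for Myc and 0.56 for Mvd. Of these only Tcf3 and Myc passed the test. With the stromal mean as a covariate, 4 genes were called in place of 6020. The changes, none of which passed the test, were -0.66 for Id3, -0.19 for Id1, -0.09 for Ebf1, 0.36 for Cd79a and 0.45 for Il7r. The median of the interferon response list turned to -0.11 and the list was no longer called (camera adjusted p = 0.764).

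At 72 h, pre-B receptor and interferon response genes were above their 0 h levels. Vpreb1, which encodes part of the surrogate light chain, went from 18.3 ± 10.5 to 80.1 ± 23.0 FPKM (SD, n = 3; log2 change 2.16 ± 0.53, adjusted p = 0.00248). Igll1 (1.82 ± 0.59), Cd79a (1.60 ± 0.45), Ebf1 (1.67 ± 0.33), Foxo1 (1.45 ± 0.23) and Tcf3 (0.35 ± 0.13) rose. The chemokine gene Cxcl10 went from 5.95 ± 2.20 to 133 ± 55.2 FPKM (4.22 ± 0.62) and Ifit3 from 9.26 ± 3.57 to 198 ± 56.3 (4.30 ± 0.71). Gbp1 (3.97 ± 0.57), Zbp1 (3.85 ± 0.69) and the complement gene C4b (4.35 ± 0.89) rose too. All 15 interferon response genes rose (15 adjusted over the list alone; camera adjusted p = 3.3e-11, and adjusted p = 0.31 with an estimated correlation).

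Id3 (1.72 ± 0.38), Id1 (1.68 ± 0.34) and Id2 (0.71 ± 0.25, adjusted p = 0.035) rose at 72 h, and Flt3 (-2.02 ± 0.34) and Cd34 (-1.17 ± 0.36) fell. Pax5 (-0.02 ± 0.44), Rag1 (0.87 ± 0.41), Il7r (-0.81 ± 0.48), Kit (-0.96 ± 0.37), Gata2 (0.44 ± 0.29) and Myc (0.27 ± 0.27) did not pass the test. Fosb (-4.07 ± 0.47), Fos (-3.45 ± 0.67), the chemokine gene Ccl3 (-3.69 ± 0.47) and Mef2c (-1.60 ± 0.35) fell. Each called gene named here at 72 h had 3 libraries apart from the 3 at 0 h. Without some single library Id2, Igll1, Cd79a, Tcf3, Cd34 and Birc5 lost their call and Kit passed, and with runs as blocks Id2 and Birc5 lost it. The glycolysis genes had 10 of 14 higher and none lower (10 adjusted over the list alone; camera adjusted p = 1.1e-05, and adjusted p = 0.31 with an estimated correlation). Pfkl was at 1.65 ± 0.23, Pkm2 at 1.10 ± 0.15 and Pgam1 at 1.01 ± 0.13. All 23 stromal feeder genes were still higher (23 adjusted over the list alone; camera adjusted p = 4e-18, and adjusted p = 0.11 with an estimated correlation), with Timp3 at 2.98 ± 0.38 and Fn1 at 2.91 ± 0.31. Of the 18 blood-cell genes 16 were lower (median -1.10). B-cell surface genes had 9 higher and 3 lower of 20 (9 and 4 adjusted over the list alone, camera adjusted p = 0.52). B-lineage transcription factors had 4 higher and 2 lower of 16 (5 and 3 adjusted over the list alone, camera adjusted p = 0.93; median -0.09, and 0.99 scaled to the blood-cell genes). Among the STAT5 target genes 4 rose, including Socs3 (1.69 ± 0.33), and 5 fell of 12 (4 and 5 adjusted over the list alone; median -0.68, and 0.39 so scaled). Birc5 was the 1 mitosis gene of 20 to rise (0.65 ± 0.19; 1 adjusted over the list alone). Of the cholesterol synthesis genes 2 of 18 fell (1 adjusted over the list alone; median -0.15, and 0.93 so scaled). Without 72 h replicate 3 the count of called genes was 2292 in place of 3533. With the stromal mean as a covariate it was 5, with changes of -0.19 for Id3 and -0.38 for Id1, neither of which passed the test. Scaled to the blood-cell genes, the change was 1.05 for Pax5.

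**Figure D3:**
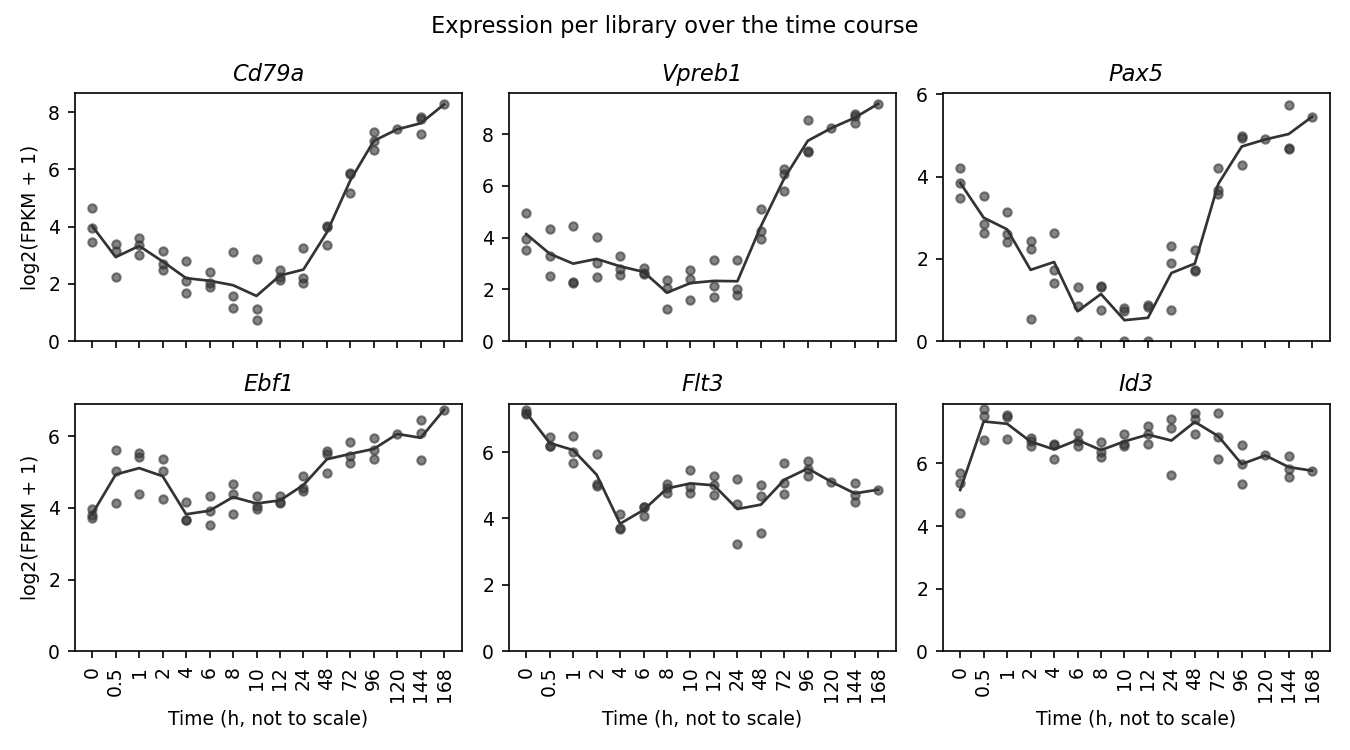
Expression of Cd79a, Vpreb1, Pax5, Ebf1, Flt3 and Id3 as log2(FPKM + 1) per library against time after the change of culture, not to scale; points are libraries and lines join the means (1 library at 120 h and 168 h). Cd79a stood at 16.2 FPKM at 0 h, 5.09 at 24 h and 198 at 144 h, and Flt3 at 145, 21.4 and 26.4. Scaled to the blood-cell genes the Cd79a change at 24 h turns from -1.52 to 0.62, which did not pass the test.

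At 144 h, genes of the pre-B receptor and of B-lineage identity were among the largest rises. Vpreb1 reached 398 ± 44.4 FPKM (SD, n = 3; log2 change from 0 h 4.50 ± 0.53, adjusted p = 5.81e-07) and Vpreb2, its close paralog, 338 ± 89.6 (3.95 ± 0.60). Igll1 reached 390 ± 45.4 (3.75 ± 0.59) and Cd79a 198 ± 41.8 (3.60 ± 0.45). Rag1, which encodes a subunit of the V(D)J recombinase, reached 49.6 ± 17.2 FPKM (2.92 ± 0.41). The coactivator gene Pou2af1 (3.96 ± 0.45), Ebf1 (2.12 ± 0.33), Foxo1 (2.28 ± 0.23), Lef1 (2.27 ± 0.50) and Tcf3 (0.66 ± 0.13) rose. Of the B-cell surface list 11 of 20 rose and none fell (12 adjusted over the list alone; camera adjusted p = 9.7e-10, and adjusted p = 0.059 with an estimated correlation; median 1.35, and 1.82 scaled to the blood-cell genes). Of the B-lineage transcription factors 8 rose and 1 fell of 16 (10 and 2 adjusted over the list alone; camera adjusted p = 2.1e-05, and adjusted p = 0.016 with an estimated correlation; median 0.83).

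Some progenitor and immediate-early genes were lower at 144 h. Flt3 (-2.43 ± 0.34, from 145 to 26.4 FPKM) and Cd34 (-2.01 ± 0.36) fell, and Erg rose (2.73 ± 0.72). The stem and progenitor genes had 1 higher and 4 lower of 17 (3 and 4 adjusted over the list alone, camera adjusted p = 0.13; median -0.29, and 0.18 scaled to the blood-cell genes). Fos (-4.48 ± 0.67) and Fosb (-4.48 ± 0.47) fell, and of 26 immediate-early genes 6 fell and 2 rose (6 and 3 adjusted over the list alone; camera adjusted p = 0.013, and adjusted p = 0.44 with an estimated correlation; median -0.16, and 0.31 so scaled). Ccl3 went from 306 ± 23.4 to 19.6 ± 3.91 FPKM (-3.91 ± 0.47), and Nrgn (-2.64 ± 0.47), Thy1 (-1.75 ± 0.49), Zap70 (-1.71 ± 0.45), Il18r1 (-1.57 ± 0.31) and Cebpa (-1.22 ± 0.35) fell. The T-lineage list had 1 higher and 2 lower of 14 (1 and 2 adjusted over the list alone, camera adjusted p = 0.078; median -0.41, and 0.05 so scaled). Id2 (0.94 ± 0.25) and Myc (0.98 ± 0.27, with libraries that overlapped those at 0 h) rose. Id3 (0.73 ± 0.38), Id1 (0.12 ± 0.34), Pax5 (1.19 ± 0.44, adjusted p = 0.0872), Il7r (0.29 ± 0.48), Kit (-0.29 ± 0.37) and Gata2 (0.36 ± 0.29) did not pass the test. Apart from Myc, each called gene named here at 144 h had 3 libraries apart from the 3 at 0 h. Id2, Myc, Erg, Thy1, Zap70, Cebpa and Pcna lost their call without some single library, and Cebpa, Pcna and Mki67 with runs as blocks. Id3 passed with runs as blocks. Atp1b1 (4.38 ± 0.28) and Sema7a (3.97 ± 0.44) rose as well.

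Glycolysis genes were higher at 144 h. The glycolysis genes had 11 of 14 higher and none lower (13 adjusted over the list alone; camera adjusted p = 7e-17, and adjusted p = 0.026 with an estimated correlation). Pgk1 reached 767 ± 124 FPKM (1.45 ± 0.19), Ldha 1425 ± 336 (1.31 ± 0.19) and Eno1 1376 ± 298 (1.22 ± 0.15); processed pseudogenes share sequence with them. Of the DNA replication genes 4 of 20 rose (5 adjusted over the list alone), with Pcna at 0.57 ± 0.18, and of the mitosis genes 3 of 20 (9 adjusted over the list alone). Mki67 was at 0.69 ± 0.17. Their camera adjusted p were 0.0029 and 4.2e-06, and adjusted p = 0.41 and adjusted p = 0.35 with an estimated correlation. Ccnd3, a cyclin gene, rose (1.99 ± 0.23) among 4 of 12 STAT5 target genes that rose and none that fell (4 and 4 adjusted over the list alone, camera adjusted p = 0.27). The V(D)J recombination list had 2 of 10 higher (2 adjusted over the list alone; camera adjusted p = 0.014, and adjusted p = 0.31 with an estimated correlation), Rag1 and Dntt (1.05 ± 0.22). Ribosome biogenesis genes had 1 of 20 higher (1 adjusted over the list alone; camera adjusted p = 0.0096, and adjusted p = 0.44 with an estimated correlation; median 0.31). Cholesterol synthesis genes had 1 of 18 lower (0 adjusted over the list alone, by limma; camera adjusted p = 0.018, and adjusted p = 0.43 with an estimated correlation; median -0.19, and 0.28 scaled to the blood-cell genes). The interferon response genes had 8 of 15 higher (13 adjusted over the list alone; camera adjusted p = 5e-08, and adjusted p = 0.36 with an estimated correlation). Gbp2 was at 2.51 ± 0.53. Of the stromal feeder genes 7 of 23 were still higher (13 adjusted over the list alone; camera adjusted p = 9.1e-09, and adjusted p = 0.33 with an estimated correlation), with Timp3 at 2.62 ± 0.38. Of the 18 blood-cell genes 2 were lower (median -0.54). The count of called genes at 144 h, 1236, was 570 without 0 h replicate 1, 695 without 0 h replicate 2 and 689 without 144 h replicate 3. It was 429 with the stromal mean as a covariate. No library-code run holds both 0 h and 72 h or 144 h, and the runs are linked only through shared time points, as runs 2 and 6 with run 3 from 8 to 24 h. With runs as additive blocks 3771 genes were called at 72 h and 1619 at 144 h.

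In 5 further lists camera's adjusted p was 0.05 or above at each of these times. The E and Id protein genes had 3, 2, 2, 4 and 2 of 7 higher at 1, 6, 24, 72 and 144 h (4, 2, 2, 4 and 2 adjusted over the list alone), and Tcf3 lower at 6 h (1 lower at 1 h and at 6 h adjusted over the list alone). Of the stem and progenitor genes 3, 4, 3 and 2 of 17 rose and 6, 8, 8 and 4 fell at 1, 6, 24 and 72 h (4, 4, 3 and 3 higher and 7, 8, 9 and 5 lower adjusted over the list alone). The FOXO target genes had 7, 6, 4, 3 and 1 of 18 higher and 7, 9, 9, 0 and 2 lower (7, 6, 5, 3 and 2 higher and 8, 10, 9, 0 and 3 lower adjusted over the list alone). Among NK and innate lymphoid genes 1, 1, 1, 2 and 2 of 14 rose and 1, 3, 4, 1 and 2 fell, the same numbers as adjusted over the list alone. For the erythroid and megakaryocyte genes limma called 0 of 7 higher at each of these times and 1, 0, 2, 0 and 0 lower, also adjusted over the list alone. Their medians at 24 h were 0.18 for the E and Id, -1.03 for the stem and progenitor, -1.27 for the FOXO target, -0.67 for the NK and -0.51 for the erythroid genes, and 2.33, 1.11, 0.88, 1.47 and 1.63 scaled to the blood-cell genes. With camera's estimated correlation 1, 0, 0, 0 and 2 lists were called at 1, 6, 24, 72 and 144 h, and 2, 4, 3, 2 and 3 had an unadjusted p under 0.05.

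The steps between time points separated early from late changes. From 6 to 24 h 289 genes were called (134 higher, 155 lower). Ctgf (-2.04 ± 0.45), Il1rl1 (-2.03 ± 0.30) and Lcn2 (-2.96 ± 0.56) fell, and Dlx5 (1.70 ± 0.40) and C1rl (1.60 ± 0.30) rose. Among the lists, 4 of 20 mitosis genes rose (14 adjusted over the list alone; median 0.53) and 4 of 12 amino acid and unfolded protein response genes fell (8 adjusted over the list alone; median -0.89, and -0.31 scaled to the blood-cell genes). From 24 to 72 h 1446 genes were called (1057 higher, 389 lower). Vpreb2 went from 2.12 ± 0.836 to 73.1 ± 18.7 FPKM (4.57 ± 0.60, adjusted p = 2.99e-05), and Igll1 (4.13 ± 0.59), Vpreb1 (3.99 ± 0.53) and Chchd10 (3.50 ± 0.48) rose. Pmepa1 (-2.32 ± 0.33) and Prl2c2 (-2.23 ± 0.41) fell. In this step 12 of 20 B-cell surface genes, 9 of 16 B-lineage transcription factors, 11 of 14 glycolysis genes and 8 of 15 interferon response genes rose and none fell (15, 11, 12 and 12 higher adjusted over the list alone, with 1 B-cell surface gene lower). Their medians were 1.74, 1.08, 0.77 and 1.62, and 0.67, 0.01, -0.29 and 0.56 scaled to the blood-cell genes, which shifts every gene alike. Of the 18 blood-cell genes 14 rose beside them, with a median of 1.06. From 72 to 144 h 1496 genes were called (403 higher, 1093 lower). Pou2af1 (2.80 ± 0.45, adjusted p = 0.000262) and Ly86 (2.56 ± 0.67) rose. Wif1 (-3.18 ± 0.54), Gas6 (-2.97 ± 0.55) and Otor (-3.19 ± 0.76) fell. Here 10 of 20 B-cell surface genes and 6 of 16 B-lineage transcription factors rose (12 and 9 adjusted over the list alone, with 1 factor lower; medians 1.43 and 0.88, and 0.81 and 0.26 so scaled). Interferon response genes had 4 of 15 lower (10 adjusted over the list alone; median -1.40, and -2.01 so scaled). Of the stromal feeder genes 14 of 23 fell (17 adjusted over the list alone), and 5 of 18 blood-cell genes rose. The B-cell surface medians from 72 to 144 h were 1.80, 0.90 and 1.27 within runs 3, 4 and 5, where the blood-cell medians were 0.77, 0.39 and 0.64.

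The step counts moved with single libraries, and Ctgf and Dlx5 from 6 to 24 h and Ly86 and Otor from 72 to 144 h lost their call without some of them. From 6 to 24 h the count was 119, 116 and 117 without 6 h replicate 1, 2 and 3 and 103 without 24 h replicate 3. From 24 to 72 h it was 246 without 24 h replicate 3, 846 and 875 without 72 h replicates 1 and 2, and 2613 with runs as blocks. From 72 to 144 h it was 882 and 319 without 72 h replicates 2 and 3, 471 without 144 h replicate 2, and 2482 with runs as blocks. The share that was higher from 24 to 72 h, 73.1%, was 48.4% with quantile normalization, 57.7% with median-ratio scaling and 0.869% scaled to the blood-cell genes. From 72 to 144 h 26.9% became 40.4% with quantile normalization and 1.41% so scaled, and from 6 to 24 h 46.4% became 98.7% so scaled. With the stromal mean as a covariate, 85.2% of the 27 genes called from 72 to 144 h were higher. With this covariate the share was 60.4% of 589 genes from 6 to 24 h and 75.4% of 1258 from 24 to 72 h.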

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

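The tests of the share of feeder RNA, of scaling, of the feeder genes alone and of the B-lineage genes were chosen only after the results were seen. The single libraries at 120 h and 168 h, which no comparison used, were set beside those at 0 h by counts alone. The share of all tested genes above every 0 h library was not computed, so the counts were not tested against it. At 120 h, 12 of 22 B-cell surface and pre-B receptor genes lay above every 0 h library, and at 168 h 15 of 22 did. Between time points, 12 of 20 of these genes rose from 24 to 72 h, a step tested by limma, while 14 fell from 0 to 24 h, which is a difference between groups in direction. It depends on the scaling: relative to the blood-cell genes the list's median was 0.33 at 24 h, with 7 higher and 2 lower, and 0.67 in the step.

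At 0.5 h all 23 stromal feeder genes were called higher and 13 of 18 blood-cell genes lower, and at 144 h 7 and 2 of them still were. A per-library scaling was argued against, since the median changes of the 2 lists at 0.5 h lay 3.317 apart (log2), and so was a response of the feeder genes alone, since the blood-cell median was -0.929. A change in the share of feeder RNA may contribute, with r = -0.448 within time points. It stays open, because replicates share runs and with runs removed r was -0.366 over 42 libraries (Freedman-Lane permutation test, p = 0.05), which does not pass, while without run 3 it was -0.487. Whether feeder cells were removed before RNA isolation is not stated. A response of both cell types to the change of culture was not tested and stays open.

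B-lineage genes were lower at 6 h. Relative to the blood-cell genes, the median change of the 23 members with at least 5 FPKM at 0 h was -0.27. Its bootstrap interval, -0.589 to 0.108, holds 0, so the median does not decide. Relative to the blood-cell genes Pax5 (-1.55), Irf8 (-1.01) and Cd72 (-1.14) fell, and Tcf3 (1.06), Tcf4 (1.43), Tcf12 (1.51), Ebf1 (1.66), Mef2c (0.59) and Cd24a (2.03), named after their values were seen, rose, where the median of all genes was 1.51. Of the risen members only Ebf1 and Cd24a lay above that median, so these values do not show a rise within the blood cells. The pseudocount also lifts members near 1 FPKM at 6 h, such as Spib (0.8153 FPKM). A lower share of blood-cell RNA alone and lower transcript levels within the blood cells, for which the lower end of the interval is -0.589, cannot be told apart for the set.

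B-lineage genes were higher at 144 h. A recovery of the share of blood-cell RNA alone was argued against for the 19 members that rose, since none of the 18 blood-cell genes was called above 0 h (median -0.54), and a return of their share to its 0 h level lifts no gene above 0 h. The median of these members was 3.607 relative to the blood-cell genes (bootstrap interval 2.076 to 4.209), a size that picking risen members enlarges. Over all 36 members it was 1.46 (0.61 to 2.59), where the median of all genes was 0.50. No run of library codes holds both 0 h and 144 h, but runs share time points, so runs could be fitted as additive blocks. The median over all 36 members was then 0.879 (bootstrap interval 0.365 to 2.143) in place of 1.00, and 17 of the 19 members that rose were still called. An additive difference between runs alone forbids a change within a run and leaves none with runs as blocks. The whole interval was positive, although it does not lie above 0.5, the bound set for excluding this cause. From 72 to 144 h the B-cell surface medians rose by 1.80, 0.90 and 1.27 within runs 3, 4 and 5. Of 20 members 18, 17 and 19 were higher. The medians of the 16 B-lineage transcription factors rose by 0.95, 0.53 and 0.94, with 2, 3 and 1 lower. These values argue against an additive difference between runs alone for the set. The blood-cell medians rose by 0.77, 0.39 and 0.64 in the same runs, so part of these rises was shared with the blood-cell genes. Scaled to them, the median of the factors in this step was 0.26 and that of the B-cell surface genes 0.81.

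Of 100 groupings of the 42 libraries, only 1, the real one, gave as many as 7785 genes in the F test, and the highest other gave 2230, which argues against a chance arrangement of the libraries. For the single comparisons 1 of 10 splits, the real one, gave the largest count, and 10 splits are too few for a share under 0.05. Against 0 h the highest other counts were 5 at 0.5 h, 1 at 1 h, 316 at 2 h, 3 at 4 h, 0 at 6 h, 1 at each of 8, 10 and 12 h, 106 at 24 h, 0 at 48 h, 842 at 72 h, 550 at 96 h and 399 at 144 h. For the steps they were 5 from 6 to 24 h, 107 from 24 to 72 h and 112 from 72 to 144 h.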

How the results depend on the processing

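The tests with scaling to the blood-cell genes, with the stromal mean as a covariate, without small RNA genes, without replicate 3 at 0, 24 and 48 h and with runs removed from the relation of stromal and blood-cell means were chosen only after the results were seen. Without a filter on low values and without the mean-variance trend, all 17 counts of called genes stayed within 1.5 times the reported ones. Of the named genes and lists tested, 302 kept their direction and side of the threshold with a pseudocount of 0.1 and 8 lost their call. With quantile normalization 301 did, 5 more passed the threshold and 4 lost their call, and with replicate number as a block 303 did and 7 more passed. No direction reversed in these. Of the named genes, 202 did without a filter (3 lost their call), 201 with median-ratio scaling (2 lost it and 2 more passed), 203 without the trend (2 lost it) and 197 with the filter at 5 FPKM (1 more passed). With runs as blocks 195 did, Ebf1 at 24 h, Id2 and Birc5 at 72 h and Cebpa, Pcna and Mki67 at 144 h lost their call, and Id2, Tcf3 and Cd34 at 1 h and Id3 at 144 h passed. With the estimated correlation 70 of 105 list results did and 35 lost their call, and the counts of called lists were 1, 0, 0, 0 and 2 at 1, 6, 24, 72 and 144 h by camera. Depth is unknown, so low values could not be set against counting error.

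Scaled to the blood-cell genes, 12869 genes differed by the F test, and the counts were 8359 at 0.5 h, 9745 at 1 h, 9784 at 2 h, 11277 at 4 h, 11954 at 6 h, 11813 at 8 h, 12306 at 10 h, 12293 at 12 h, 12846 at 24 h, 12696 at 48 h, 10480 at 72 h and 2534 at 96 h, 8631 from 24 to 72 h and 3697 from 72 to 144 h. Camera called 12, 14, 15 and 9 lists at 1, 6, 24 and 72 h. The scaling adds the fall of the blood-cell genes to every gene, by 1.20 at 2 h, 1.38 at 4 h, 1.52 at 8 h, 1.74 at 10 h, 1.72 at 12 h, 1.83 at 48 h and 0.54 at 96 h, 0.57 from 6 to 24 h, -1.06 from 24 to 72 h and -0.61 from 72 to 144 h in the median of all genes. With quantile normalization that median shifted by -0.12 at 72 h and -0.13 from 24 to 72 h, and with median-ratio scaling by 0.11 at 2 h. Directions reversed at 1 h Tcf3 0.87, Pax5 0.027, Flt3 0.031, Kit 0.058 and Mki67 0.26; at 6 h Tcf3 1.06, Rag1 0.27, Myc 1.46, Insig1 0.089 and Mcm6 0.63; at 24 h Tcf3 1.90, Cd79a 0.62, Rag1 0.70, Il7r 0.35, Kit 0.085, Cd34 0.65, Myc 1.83 and Mvd 0.56; at 72 h Pax5 1.05. Of these genes only Tcf3, Myc, Mcm6 and, at 72 h, Pax5 passed the test. The shift was added to log2(FPKM + 1), where the pseudocount shrinks the falls of genes near 1 FPKM, so it lifts them too far. Rag1 at 6 h, which went from 5.638 to 1.615 FPKM, is such a gene, and a reversal was not shown for it. By camera, which compares a list with the other genes, only the DNA replication list reversed, at 24 h. The medians of many other lists turned above 0 with the common shift, as from -1.82 to 0.33 for B-cell surface genes at 24 h and, at 6 h, from -1.39 to 0.18 for T-lineage and from -0.65 to 0.92 for cholesterol synthesis genes. That of DNA replication at 24 h became 2.08.

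With the stromal mean as a covariate, 3970 genes differed by the F test, and limma called 14 at 0.5 h, 14 at 1 h, 40 at 2 h, 8 at 4 h, 8 at 6 h, 5 at 8 h, 0 at 10 h, 0 at 12 h, 4 at 24 h, 0 at 48 h, 5 at 72 h, 136 at 96 h and 429 at 144 h, 589 from 6 to 24 h and 27 from 72 to 144 h. At 10, 12 and 48 h, 1093, 1062 and 675 genes had an unadjusted p under 0.05. Camera called 8 lists at 72 h. The covariate follows time, and the median SE was 0.45 to 0.56 from 0.5 to 72 h in place of 0.26. None of the gene changes listed next passed the test of limma (lowest adjusted p = 0.746, Id1 at 6 h), so their new signs are not established. Directions reversed at 1 h Id3 -0.17, Id1 -0.096, Pax5 0.077, Foxo1 -0.27, Il7r 0.44, Flt3 0.063, Kit 0.15, Ifit1 -0.001, Syk 0.44, Btk 0.13, Pim1 0.076 and Ddit3 -0.23; at 6 h Id3 -0.92, Id1 -0.77, Cd79a 0.20, Il7r 0.46, Ddit3 -0.21 and Mcm6 0.048; at 24 h Id3 -0.66, Id1 -0.19, Ebf1 -0.091, Cd79a 0.36 and Il7r 0.45; at 72 h Id3 -0.19 and Id1 -0.38. Among the lists the median was at 1 h B-cell surface 0.27, stromal -0.15, DNA replication 0.26, mitosis 0.34, ribosome 0.23, glycolysis 0.28 and interferon 0.026; at 6 h stromal -0.28, DNA replication 0.26, mitosis 0.64 and glycolysis 0.28; at 24 h DNA replication 0.58 and interferon -0.11; at 72 h stromal -0.053, DNA replication 0.50, mitosis 0.64 and ribosome 0.39; at 144 h stromal -0.12. By camera the mitosis list at 1 h and the DNA replication list at 1 h and 6 h, called lower without the covariate, were called higher with it. Some other lists had a lower direction by camera without it and were called higher only with it. These were ribosome and glycolysis at 1 h, mitosis and glycolysis at 6 h and DNA replication at 24 h. At 72 h they were DNA replication, mitosis and ribosome. The mitosis and ribosome medians at 72 h were above 0 without the covariate too (0.08 and 0.04). The stromal list is the covariate itself, and for the others the cause was not tested. The camera calls with the covariate used the preset correlation of 0.01. The estimates were 0.43 for mitosis, 0.38 for glycolysis, 0.27 for ribosome and 0.24 for DNA replication genes.

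With a 2-fold minimum, 4683 genes differed by the F test, and the counts were 1657 at 0.5 h, 2269 at 1 h, 2.4e3 at 2 h, 2602 at 4 h, 2890 at 6 h, 2926 at 8 h, 3185 at 10 h, 3207 at 12 h, 3364 at 24 h, 3005 at 48 h, 2068 at 72 h, 874 at 96 h and 726 at 144 h, 113 from 6 to 24 h, 659 from 24 to 72 h and 819 from 72 to 144 h, since smaller changes no longer count. With replicate number as a block 437 genes were called from 6 to 24 h, and with runs as blocks 2613 from 24 to 72 h and 2482 from 72 to 144 h, where 74.3% of the genes called at 144 h against 0 h were higher in place of 63.5%; the cause was not tested. Without replicate 3 at 0, 24 and 48 h, 119 genes were called from 6 to 24 h and 320 from 24 to 72 h, with fewer libraries.

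Leaving out 1 library at a time, or 1 replicate number for the F test and camera, gave 3415 to 6233 genes by the F test, 1929 to 2974 at 0.5 h, 3241 to 4289 at 1 h, 3636 to 4712 at 2 h, 3839 to 4644 at 4 h, 4293 to 5071 at 6 h, 4407 to 5179 at 8 h, 4789 to 5464 at 10 h, 4843 to 5497 at 12 h, 4989 to 5966 at 24 h, 4069 to 5124 at 48 h, 2292 to 3908 at 72 h, 480 to 1554 at 96 h and 570 to 1437 at 144 h. The steps gave 103 to 407 from 6 to 24 h, 246 to 1905 from 24 to 72 h and 319 to 2041 from 72 to 144 h. Camera called 5 to 9 lists at 1 h, 9 to 11 lists at 6 h, 7 to 9 lists at 24 h, 3 to 4 lists at 72 h and 9 to 14 lists at 144 h. The F test gave 4869 genes without replicate 1 and 3415 without replicate 2. The count was 1929 at 0.5 h without 0 h replicate 1, 567 and 798 at 96 h without 0 h replicates 1 and 2, and 480 at 96 h without 96 h replicate 3. No named gene reversed when 1 library was left out, but calls were lost. Without 0 h replicates 1, 2 and 3, 11, 11 and 9 changes of named genes lost their call and 178, 178 and 180 stayed on their side of the threshold, and without 144 h replicate 2, 8 lost it and 38 stayed. The genes are given with their values. Fewer libraries were used in each of these.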

Other observations

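All tests and values in this part were chosen only after the results were seen. At 0.5 h the immediate-early genes stood near their highest levels. Fos went from 48.0 ± 25.7 FPKM at 0 h to 266 ± 5.52 at 0.5 h (SD, n = 3; log2 change 2.58 ± 0.67, adjusted p = 0.00515) and stood at 42.7 ± 16.3 at 1 h. Fosb reached 239 ± 49.5 FPKM (2.84 ± 0.47) and Egr2 78.0 ± 20.1 (5.75 ± 0.36) at 0.5 h. Of the 26 immediate-early genes 23 rose, with a median of 2.56, beside 23 stromal feeder genes with a median of 2.39. The cholesterol synthesis genes went up and then down against 0 h, and the fall depends on the scaling. At 2 h 10 of 18 rose and 1 fell (median 0.46), and at 8 h 16 fell and at 12 h 15 fell (medians -0.92 and -0.96), beside all-gene shifts of 1.52 and 1.72 under scaling to the blood-cell genes, which outweigh these falls. So scaled, the list's median at 6 h was 0.92, with 11 higher and none lower.

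Some genes were looked up at the time points between and after the main ones, without a test. Vpreb1 stood at 231 ± 120 FPKM at 96 h, and at 299 and 576 FPKM in the single libraries at 120 h and 168 h, and Rag1 at 37.0 ± 19.1, 53.8 and 112. Pax5 stood at 2.74 FPKM at 48 h, 26.2 ± 6.74 at 96 h and 43.0 at 168 h, and Flt3, a progenitor gene, at 36.2, 44.8, 33.4 and 28.2 FPKM at 72, 96, 120 and 168 h. The blood-cell genes summed to 1578 and 2046 FPKM at 120 h and 168 h and the stromal feeder genes to 4049 and 2131.

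Some genes stayed lower when each library was scaled to the blood-cell genes, 27, 78, 50, 45 and 90 of them at 1, 6, 24, 72 and 144 h. At 6 h these included Mycn (-2.12), Ly6d (-2.32), Tph1 (-2.42), Pim1 (-1.11) and Il2ra (-0.97). At 144 h they included Flt3 (-1.97), Cd34 (-1.55), Ccl3 (-3.45), Nrgn (-2.17), Il18r1 (-1.11) and Zap70 (-1.25). No hypothesis was tested on them.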
